# DNA Methylation Profiling of Embryonic Stem Cell Differentiation into the Three Germ Layers

**DOI:** 10.1371/journal.pone.0026052

**Published:** 2011-10-07

**Authors:** Takayuki Isagawa, Genta Nagae, Nobuaki Shiraki, Takanori Fujita, Noriko Sato, Shumpei Ishikawa, Shoen Kume, Hiroyuki Aburatani

## Abstract

Embryogenesis is tightly regulated by multiple levels of epigenetic regulation such as DNA methylation, histone modification, and chromatin remodeling. DNA methylation patterns are erased in primordial germ cells and in the interval immediately following fertilization. Subsequent developmental reprogramming occurs by *de novo* methylation and demethylation. Variance in DNA methylation patterns between different cell types is not well understood. Here, using methylated DNA immunoprecipitation and tiling array technology, we have comprehensively analyzed DNA methylation patterns at proximal promoter regions in mouse embryonic stem (ES) cells, ES cell-derived early germ layers (ectoderm, endoderm and mesoderm) and four adult tissues (brain, liver, skeletal muscle and sperm). Most of the methylated regions are methylated across all three germ layers and in the three adult somatic tissues. This commonly methylated gene set is enriched in germ cell-associated genes that are generally transcriptionally inactive in somatic cells. We also compared DNA methylation patterns by global mapping of histone H3 lysine 4/27 trimethylation, and found that gain of DNA methylation correlates with loss of histone H3 lysine 4 trimethylation. Our combined findings indicate that differentiation of ES cells into the three germ layers is accompanied by an increased number of commonly methylated DNA regions and that these tissue-specific alterations in methylation occur for only a small number of genes. DNA methylation at the proximal promoter regions of commonly methylated genes thus appears to be an irreversible mark which functions to fix somatic lineage by repressing the transcription of germ cell-specific genes.

## Introduction

During embryonic development, different cell types arise in the body through activation of tissue-specific gene expression. This specification is regulated by epigenetic mechanisms such as histone or DNA modification, which can modulate chromatin architecture. This epigenetic machinery stabilizes the expression of cell type-specific genes and represses genes essential for cell fate decision of unrelated lineages or for maintenance of pluripotency [1].

The regulation of developmental genes through histone modification has been well documented, but the role of DNA methylation in such regulation is unclear. It has been shown that DNA methylation is essential for embryogenesis; DNA methyltransferase (Dnmt1)- or Dnmt3b-deficient mouse embryos die before embryonic day 10.5 and, although Dnmt3a-deficient mice occasionally reach term, they suffer serious malformations and die within weeks of birth [2], [3].

DNA methylation at CpG dinucleotides is considered a key mechanism of transcriptional regulation [4], [5], and is involved, for example, in X chromosome inactivation, transposon inactivation and genome imprinting [6], [7]. These studies indicate that DNA methylation functions as a stable silencing mark in heterochromatin formation [1], [8], [9].

It has been widely assumed that promoters in ES cells lack DNA methylation, based on the fact that ES cells are derived from blastocysts after a global demethylation event following fertilization[10], [11], [12]. It was therefore proposed that DNA methylation might be involved in the maintenance of tissue-specific gene expression during differentiation [13], [14], [15]. Although the role of DNA methylation during tissue differentiation in early development remains poorly characterized, recent technological advances [16], [17], [18] are now beginning to reveal global patterns of DNA methylation in tissues. *In vitro* differentiation of mouse ES cells provides an opportunity to study methylation during the epigenomic transition along with cellular differentiation. We used an *in vitro* differentiation system to compare DNA methylation profiles among the three germ layers (ectoderm, endoderm, and mesoderm). This system allowed us to trace genome-wide DNA methylation patterns during the lineage commitment of ES cells, and to compare these patterns across the three germ layers and adult tissues. This study presents a comprehensive map of promoter DNA methylation during lineage commitment in ES cells after segregation into the three germ layers.

## Materials and Methods

### Cell lines, differentiation of ES cells, primary tissues, and sample preparation

The male ES cell line, SK7 [19], [20] containing a Pdx1 promoter-driven GFP reporter transgene expresses undifferentiated ES cell-specific markers such as Oct 3/4, Nanog, SSEA-1 and E-cadherin [20]. Karyotype analysis of SK7 shows normal murine diploid chromosomes with no apparent abnormalities [20]. SK7 ES cells were differentiated into the three germ layers as previously described [21]. The ES cell line, R1, provided by Dr. Andras Nagy (Toronto University) was maintained on MEF feeder cells in Dulbecco's modified Eagle's medium (DMEM; Invitrogen, Carlsbad, CA) supplemented with leukemia inhibitory factor (LIF), 10% FBS, nonessential amino acids (NEAA), L-glutamine (L-Glu), penicillin and streptomycin (PS), and β-mercaptoethanol (β-ME) as previously described [20]. ICR mice were purchased from the Oriental Yeast, Tokyo, Japan. Primary tissues were isolated from male ICR (CD-1) mice that were more than nine weeks old. Genomic DNA was extracted using the QIAamp DNA Micro kit (QIAGEN, Hilden, Germany). RNA was isolated using TRIzol (Invitrogen) according to the manufacturer's instructions. All experiments using mice received approval from the University of Tokyo.

### Expression profile analysis

RNA expression data were analyzed using a Gene Chip Mouse Genome 430 2.0 array (Affymetrix, Santa Clara, CA, USA) containing probes for approximately 39,000 mouse transcripts. Testis expression data was obtained from previous publication's data (GSM127093)[22]. For global normalization, the average signal in an array was designated as 100.

### Methylation profiling by methylated DNA immunoprecipitation (MeDIP)

A MeDIP assay was performed using 2 µg of fragmented DNA (200–700 bp) as previously described [16], [23]. Immunoprecipitation was repeated twice. Immunoprecipitated DNA (IP DNA) and 30 ng of input DNA were amplified by *in vitro* transcription (IVT) as described [24], and hybridized to a GeneChip Mouse Promoter 1.0R array (Affymetrix, Santa Clara, CA, USA) according to the manufacturer's instructions. All MeDIP assays were performed with replicates.

### Bisulfite treatment, bisulfite sequencing, and mass spectrometry measurements

Genomic DNA (1 µg) was fragmented by sonication, and bisulfite treatment was performed as described previously [25]. Mass spectrometry measurements were performed using a MassARRAY mass spectrometer (SEQUENOM, Inc.) according to the manufacturer's instructions. Spectra were analyzed using proprietary peak picking and spectra interpretation tools. PCR assays were performed using the primers listed in Table S1. PCR conditions were: 95°C for 3 min followed by 40 cycles of 95°C for 30 sec, 52°C for 30 sec and 72°C for 1 min.

### Calculation of probe CpG content

We determined the CpG content of the probes to count the number of CpG dinucleotides in 500-bp windows centered on the probe.

### Bioinformatics analysis

Methylation data was compared with genomic features obtained from the UCSC genome browser (*Mus musculus* NCBI Build 36). Initially, in order to define analytic regions, we used regions with a model based analysis of tiling-array (MAT)score greater than 2.5 in at least one sample as candidate methylated regions (CMR) for further analysis, and combined overlapping regions among samples into a single region. The MATscore of analytic regions with a CpG density above 5% was then estimated. A MATscore of 3.0 (false discovery rate (FDR): 4.05%) was used to identify the methylated regions with high confidence in at least one sample. Finally, a MATscore of 2.5 was used as a cutoff value in regions in which the MATscore was above 3.0 in at least one sample.

Methylation frequency relative to the distance to the transcription start site (TSS) was calculated using the following formula: (number of probes with a MATscore>2.5/total number of probes spanning the relative distance to the TSS). For sample comparisons, we defined probes that gained methylation in each sample as follows: We first identified regions with a MATscore>3 in at least one sample in a particular region and with a CpG content above 5% in CMR. Within these regions, we then defined methylated regions as regions that fulfilled a MATscore above 2.5 (FDR: 5.81%) and hypomethylated regions as regions that fulfilled a MATscore of less than 1.5 (FDR: 17.49%). We were unable to judge the methylated status of regions with a MATscore between 1.5 and 2.5.

ChIP-Seq data sets profiling the genomic occupancy of Histone lysine27 tri-methylation (H3K27me3) and Histone H3 lysine4 tri-methylation (H3K4me3) in ES cells, neural precursor cells (NPCs) and brain were obtained from previous publications [15], [18] and were re-analyzed using the methods described below. Sequence reads were aligned to NCBI Build 36 (UCSC mm8) of the mouse genome, using ELAND software. Two mismatch errors were allowed for the data sets with 26-bp reads. Only uniquely aligned reads were used for the following analysis. Genomic regions with a specific chromatin mark were identified based on their enrichment for reads at FDR<10^−^4 using the FindPeaks software [26]. We combined these regions with Refseq genes by overlapping with the regions from 2 kb upstream to 2 kb downstream of the TSS. All analytic promoters of Refseq genes were classified as either high CpG density promoters (HCPs), intermediate CpG density promoters (ICPs) or low CpG density promoters (LCPs) according to a previous report [27]. DNA methylation levels of Refseq genes were extracted from the core promoter regions (from 1.5 kb upstream to 0.5 kb downstream of the TSS).

### Gene Set Enrichment Analysis (GSEA)

GSEA was performed using a publicly available desktop application from the Broad Institute (http://www.broad.mit.edu/gsea/software/software_index.html). P-values were calculated by permuting the genes 1000 times. Ranked gene lists were sorted using a testis specific expression score that was calculated using the following formula: (gene chip score of the testis/the maximum gene chip score of somatic cells and tissues (ectoderm, endoderm, paraxial mesoderm, brain, liver, and skeletal muscle)). A set of genes with methylation in common across all somatic samples was created by the following definition: MATscore>2.5 in all somatic samples and MATscore>3 in at least one sample in a region that fulfilled CpG content above 5% in CMRs.

### Accession codes

Microarray data have been deposited in NCBI's the Gene Expression Omnibus and are accessible through GEO Series accession number GSE32082.

## Results

### Genome-wide profiling of promoter DNA methylation in ES cells and in the three ES cell-derived early germ layers

The role of DNA methylation in ES cell differentiation is not clear. To gain insights into DNA methylation alterations during differentiation of ES cells, we created genome-wide promoter DNA methylation maps of ES cells and of the three ES cell-derived germ layers [21]. The three germ layer lineages derived from ES cells were confirmed by the expression of specific marker genes in each germ layer (Fig. S1.). 

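RNA was hybridized to GeneChip arrays carrying 45101 probe sets, with 1 array for each of 7 cell types or tissues. SK7_ESC is the undifferentiated SK7 line, a male mouse ES cell line. Ect, End and Pme are the ectoderm, endoderm and paraxial mesoderm differentiated from it in culture, and Brain, Liver and Sk_muscle (skeletal muscle) came from male mice older than 9 weeks. The authors scaled each array globally, and the deposited values are linear signals, 1 for each probe set. Each gene was given the signal of its probe set with the highest mean log2 signal, among probe sets annotated to that gene alone, which left 18194 genes. A signal under 50 was taken as background. A gene was called higher in an array where its signal was above background and at least 2 times that of the other array, with a dimmer signal under 50 raised to 50, so that the ratio is then a lower bound. Between 7810 genes in Liver and 9075 in Brain were above background, and SK7_ESC, Ect, End and Pme had 8084, 8576, 8282 and 8619. There were no replicates, so that differences are described by size and no test was possible. The adult arrays carried the genes of their tissues: 11 of 11 neuron genes and 10 of 11 glia genes were higher in Brain than in the other tissues, 17 of 19 liver genes in Liver, and 19 of 19 muscle genes in Sk_muscle. Across the 12468 genes above background in at least 1 array, Spearman's correlation, which is across genes and not replicates, was between 0.841 and 0.905 for pairs of the cultured cells and between 0.457 and 0.60 for a cultured cell type with an adult tissue.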

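Genes that maintain the pluripotent state were lower in every germ layer than in ES cells. Of 25 pluripotency genes, 23 were lower in Ect, 21 in End and 21 in Pme, and 0 were higher. Pou5f1, a core transcription factor of pluripotency, had a signal of 2038 in SK7_ESC, 7.5 in Ect, 57.3 in End and 25.7 in Pme. Nanog, a further factor of this network, had 1533 in SK7_ESC, 6.8 in Ect, 299.5 in End and 27.8 in Pme. Sox2, which neural progenitors also express, had 3030 in SK7_ESC and 2369 in Ect, against 52.1 in End and 167 in Pme. Neural genes were high in Ect, where 13 of 25 genes of early ectoderm and neural tissue were higher than in ES cells and 10 were higher than in both other layers. Fabp7, a fatty acid binding protein of neural progenitors, was at least 59.7-fold higher in Ect than in SK7_ESC, and Zic1, a zinc finger factor of the dorsal neural tube, at least 57.8-fold. Hesx1 and Otx2, factors of the anterior neural plate, went the other way and were 3.2 and 11.7 in Ect against 127.5 and 2406 in End. Of 27 definitive endoderm genes, 18 were higher in End than in ES cells and 17 were higher than in the other layers. Sox17, a transcription factor that specifies endoderm, had a signal of 2942 in End and 70.7 in SK7_ESC, and the chemokine receptor gene Cxcr4 was at least 34.2-fold higher in End. Of 24 paraxial mesoderm genes, 3 were higher in Pme than in ES cells, 1 was lower and 20 were neither, 17 of these with both signals under background. The growth factor receptor gene Pdgfra had 1062 in Pme and 76.1 in SK7_ESC, and the mesenchymal transcription factors Prrx1 and Twist1 were at least 6.09-fold and 3.99-fold higher. Tcf15, a factor of somite formation, had 29.1 in Pme and 110.8 in SK7_ESC. Against the other layers, 3 genes of this list were higher in Pme than in both. Lower in Pme than in the brighter of Ect and End were 5, among them the Notch ligand gene Dll1, with 19.4 in Pme and 578.4 in Ect. Not all of these were lower than in both layers, since Pax3 was 56.6 in Pme, 363.4 in Ect and 22.8 in End. In Ect, 4 genes of this list were higher than in ES cells. They were Dll1 at 578.4, Pax3 at 363.4, Dll3 at 236.3 and Lfng at 101.8. Whether these 4 genes mark paraxial mesoderm or neural cells in Ect was not tested. Of 12 genes of lateral and cardiac mesoderm, 6 were higher in Pme than in ES cells and 5 were higher than in both other layers. Of 16 fibroblast and feeder genes, 12 were higher in Pme than in SK7_ESC, 6 in Ect and 2 in End. Lower than in SK7_ESC were 0 of them in Pme, 1 in Ect and 4 in End. Compared with 10000 random lists of like mean signal, the median ratio to ES cells lay at percentile 0 for the pluripotency list in each layer, and at percentile 100 for the ectoderm list in Ect and the endoderm list in End. For the paraxial mesoderm list in Pme the percentile carries no information, since most of its genes had both signals under background. With a background of 20, 6 paraxial genes were higher in Pme than in ES cells. The paper takes marker genes of each germ layer (Fig. S1) as the evidence that the intended lineages had formed.

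**Figure D1:**
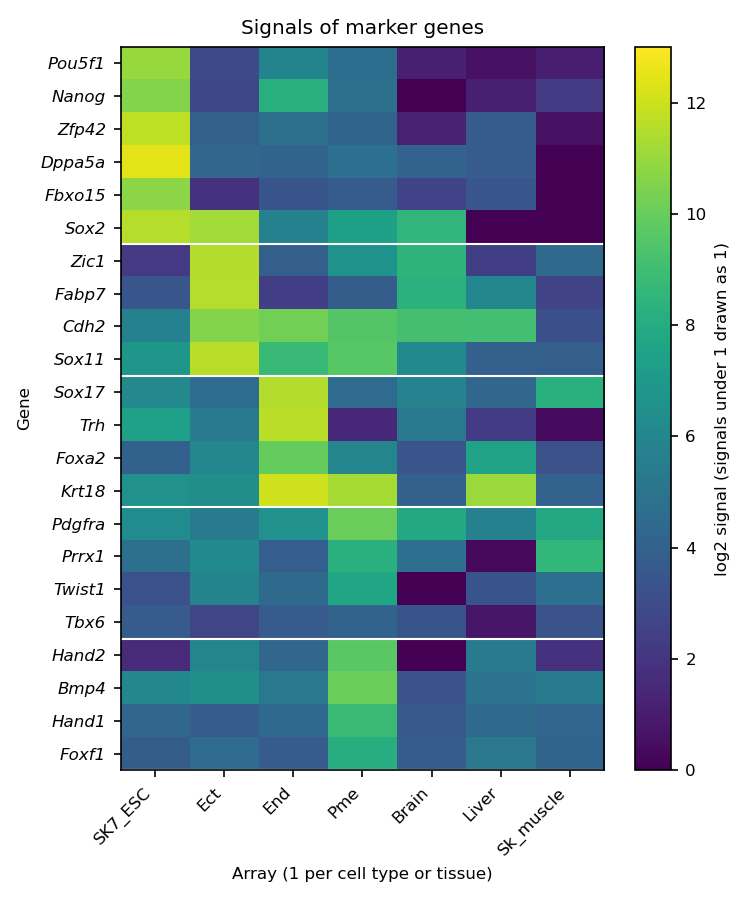
Signals of marker genes as a heat map, with genes in lines, the 7 arrays in columns (1 array each) and colour for log2 signal. White lines part, from the top, genes of pluripotency, ectoderm, endoderm, paraxial mesoderm, and lateral and cardiac mesoderm; Pou5f1 is at 2038 in SK7_ESC and Sox17 at 2942 in End. Foxa2 and Tbx6 were added to the plot after their values were seen.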

Using the MeDIP on chip protocol previously described [16], we immunoprecipitated methylated DNA from R1 and SK7 ES cells, as well as fromSK7 derived-ectoderm, -endoderm, -paraxial mesoderm, brain, liver, skeletal muscle, and sperm, and hybridized this DNA to a genome tiling array. The chosen array represents more than 28,000 mouse promoter regions, each covered by 25 oligonucleotides that spanned from 6 kb upstream to 2.5 kb downstream of the TSS. Duplicate tiling array output data (MeDIP1 and MeDIP2 versus Control1 and Control2, for each sample) were analyzed using the Model-based analysis of Tilling array (MAT) program [28], [29]. A number of imprinted gene loci, which were previously reported to have allele-specific methylation, were clearly recognized as highly methylated regions (Fig. 1a).

**Figure 1:**
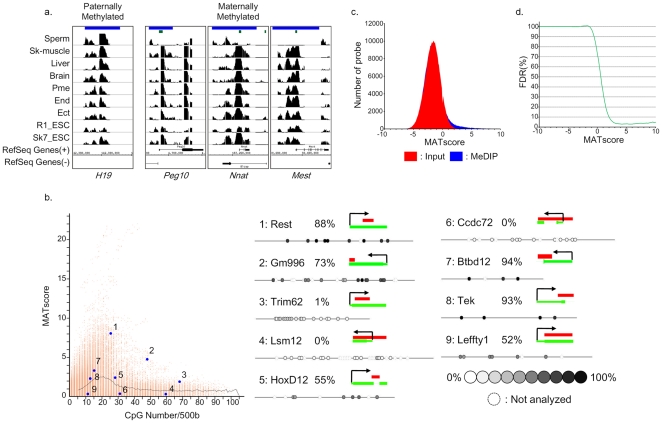
Defining the promoter methylome. a) Microarray detection of DNA hypermethylation on imprinting center regions (ICRs). A green line indicates a CpG island region. A blue line indicates an ICR. b) (left panel) Scatter plots show the DNA methylation levels for all probes relative to their CpG content (CpG/bp). Each spot represents one probe. (right panel) Quantification of DNA methylation for a subset of probes (left panel)**.** The red line indicates the region amplified for bisulfite sequencing. CpGs are represented as open dots (if unmethylated) or filled dots (if methylated). The percentage of CpG methylation is indicated for each amplicon. c) The MATscore distribution of array regions corresponding to INPUT (red) and MeDIP (blue). d) The FDR (%) distribution corresponding to each MATscore.

### Differential methylation of probes relative to CpG density

The DNA methylation levels in ectoderm for all probes relative to their CpG content are shown in Fig. 1b. There was an increase in the average MATscore when CpG content was between 0–4% (CpG<20/500), but a decrease in the MATscore for CpG content between 4–6% and a flat line above 6% (Fig. 1b). This distribution reflects the generally hypomethylated state of CpG-rich probes (above 5% CpG content), indicating that relatively CpG-poor promoters might become methylated in normal tissues. This pattern (Fig. 1b) is consistent with recent findings using different platforms [27], [30], which showed that genes with very low CpG content promoters are constitutively methylated whereas genes with high CpG content are mostly unmethylated. To identify additional CpG methylation within CpG-rich promoters during cellular differentiation, we focused on regions with a CpG content above 5% in subsequent analyses.

To determine a cut off value to define highly methylated regions, we counted the number of probes relative to each MATscore. Fig. 1c shows the distribution of the MATscore of probes in either input or MeDIP, and Fig. 1d shows the FDR (%) relative to each MATscore. These results show that regions with a MATscore greater than 3.0 are methylated regions with high confidence (FDR: 406%). Next, in order to verify the DNA methylation status of regions with various MATscores, we quantitatively analyzed the methylation patterns using a MassARRAY mass spectrometer. Regions with a MATscore above 3.0 showed significant methylation. While most regions (9 of 13 regions) with a MATscore between 2.5 (FDR: 5.81%) and 3.0 showed significant methylation, some of these regions (4 of 13 regions) displayed a hypomethylated status (Fig. S2). We therefore used a MATscore of 3.0 as the cutoff value to determine the presence of significantly methylated regions in at least one sample. In regions with a MATscore above 3.0 in at least one sample, we lowered the cutoff value to a MATscore of 2.5.

### Distribution of DNA Methylation

The total number of CMRs in each sample is summarized in Table 1. In agreement with the results of recent reports, sperm as well as ES cells were more hypomethylated than somatic lineage cells and tissues [30]. Although CpG islands are mostly hypomethylated, they occasionally become heavily methylated, which invariably correlates with silencing of any promoter within the CpG island. DNA methylation of CpG island promoters has been reported to repress transcription when these promoter constructs are introduced into cells [31]. We therefore determined whether CpG islands are methylated. In agreement with previous studies, most CpG islands were hypomethylated, and only a small fraction of CpG islands were hypermethylated (Table 2). Furthermore, hypermethylation of CpG islands increased after differentiation, suggesting that differentiation stimuli induce an increase in DNA methylation levels.

**Table 1:** The number of CMR (Candidate of Methylated Region).

	MATscore>2.5	MATscore>3.0	MATscore>4.0
Sk7_ESC	540	403	279
R1_ESC	361	151	77
Ect	1556	1178	810
End	2149	1513	1052
Pme	2610	1594	948
Brain	1063	849	627
Liver	1127	914	698
Sk_muscle	1377	1071	840
Sperm	405	293	212

**Table 2:** DNA methylation frequency in CpG island.

	Number of MeCpGI			Frequency (%)		
	MATscore>2.5	MATscore>3.0	MATscore>4.0	MATscore>2.5	MATscore>3.0	MATscore>4.0
SK7_ESC	308	213	143	2.49	1.72	1.16
R1_ESC	200	69	40	1.62	0.56	0.32
Ect	946	714	470	7.65	5.78	3.80
End	1332	980	640	10.78	7.93	5.18
Pme	1634	1084	590	13.22	8.77	4.77
Brain	639	498	351	5.17	4.03	2.84
Liver	676	553	406	5.47	4.47	3.29
SK_muscle	814	642	499	6.59	5.20	4.04
Sperm	233	165	126	1.89	1.34	1.02

Next, to analyze the distribution of DNA methylation in promoter regions, we plotted the frequency of DNA methylation relative to the distance from the TSS. DNA methylation levels just around the TSS (±1 kb) were extremely low (Fig. 2a). This hypomethylated status of core promoter regions is consistent with previous reports [32]. However, small fractions of core promoters were hypermethylated (Table 3). To examine the relationship between the distribution of DNA methylation and gene expression, we compared the expression levels of methylated genes in each region in ES cells, ectoderm, and brain. Fig. 2b shows that genes methylated in the core promoter region showed relatively low levels of gene expression compared with genes methylated in other regions. These results indicate that DNA methylation at core promoter regions is associated with gene expression, although most core promoter regions were hypomethylated in all samples.

**Figure 2:**
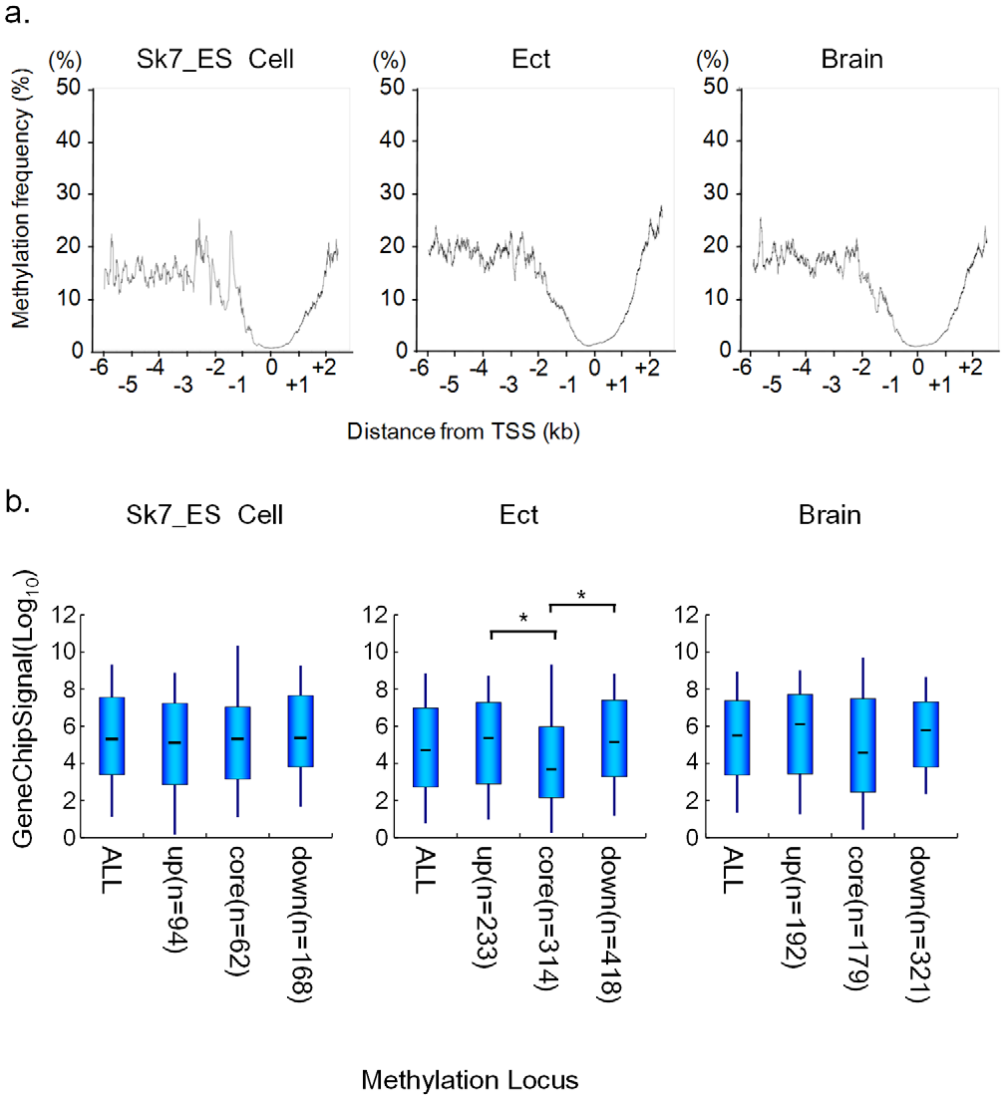
DNA methylation at transcription start sites (TSSs). a) DNA methylation frequency relative to the distance to the TSS. Methylation frequency was calculated using the following formula: Number of methylated probes/Number of total probes at each position from the TSS. The line indicates the moving average. b) Expression levels of genes associated with CMRs in each region around the TSS. The core region shows the region between 1 kb upstream and 0.5 kb downstream of the TSS. Up, indicates 1 kb<upstream from the TSS; down, indicates 0.5 kb<downstream from the TSS. The bold black lines denote medians; boxes denote interquartile ranges, and whiskers denote the 10th and 90th percentiles. (n, number of CMR associated genes) *: pair-wise comparisons of expression levels are significant (*P*<0.01, a *t*-test.).

**Table 3:** The distribution of CMR.

	Total	tss_up	Core (up1k to down 0.5k from tss)	tss_down
SK7_ESC	364	117	62	185
R1_ESC	140	57	13	70
Ect	845	237	236	372
End	913	248	270	395
Pme	920	246	285	389
Brain	740	224	176	340
Liver	756	226	179	351
Sk_muscle	796	239	189	368
Sperm	229	71	25	133

tss_up: >1 kbp upstream from nearest TSS, tss_down: >0.5 kbp downstream from nearest TSS.

### Minimal changes in DNA methylation between the three germ layers

To identify tissue-specific methylated regions (T-DMR), we extracted 2158 CMRs as methylated regions (MATscore>3) in at least one sample. In these extracted regions, we defined the DNA methylation rate in terms of the MATscore. Thus, a MATscore of less than 1.5 represented a hypomethylated status, and a MATscore greater than 2.5 represented a hypermethylated status (Fig. S2). To detect differentially methylated regions, we extracted and compared hypermethylated (MATscore>2.5) or hypomethylated (MATscore<1.5) regions across somatic samples. Using these criteria, we identified 1031 CMRs. An overview of these 1031 CMRs shows that significant numbers of CMRs were common to all samples, including sperm (Fig. 3a). CMRs that were common to all samples were found in 99 regions, but only 10 of these regions contained CMRs that were located in core promoter regions (Table 4). In contrast, CMRs that were common to somatic samples (the three ES-derived germ layers and adult somatic tissues) were found in 751 regions, and 172 of these CMRs were located in core promoter regions (Table 4). To understand the relationship between common DNA methylation and the expression level of proximal genes, we performed gene ontology analysis of the 172 commonly methylated genes which have methylation in common during early development from the ES cell stage. We found that these common CMRs located in the core promoter region are classified as germ line-specific genes (Table S2 and Fig. 3b). We found that 64 regions were methylated only in the three ES-derived germ layers. However, when we referred these CMRs to a gene ontology database, these CMRs could not be classified into any particular category (data not shown). It was recently reported that human ES cells and human ES-derived definitive endoderm have a larger fraction of methylated regions than do the *in vivo* fetal and adult tissues [14]. Our result using an *in vitro* system of the differentiation of mouse ES cells into the three germ layers (ectoderm, endoderm and mesoderm) is consistent with this report. Collectively, these germ-layer culture-specific methylations are attributed to *in vitro* culture conditions and derivation strategies.

**Figure 3:**
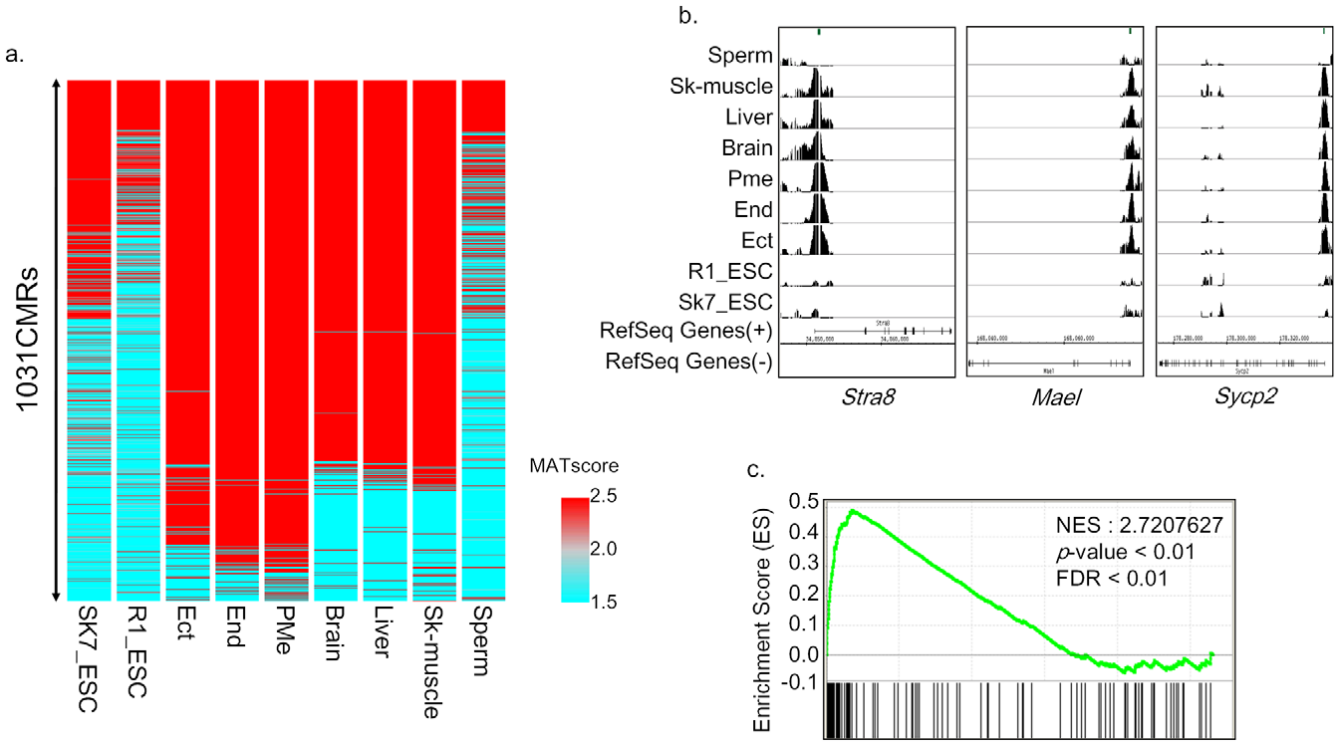
Testis specific genes are commonly methylated in somatic lineages. a) Overview of DNA methylation profiling b) Methylation of germline-specific genes in somatic lineages. A green line indicates a CpG island region. c) Gene Set Enrichment Analysis (GSEA) determines whether a defined set of genes shows concordant changes between two biological states. The normalized enrichment score (NES) reflects the degree to which a gene set is upregulated (positive NES). Corresponding *p* values are indicated.

**Table 4:** Distribution of commonly methylated regions around TSS.

	Total	Core	Not core
Total	1031	337	694
All (+)	99	10	89
Sperm (−/+) & Other Samples (+)	186	25	161
Somatic Tissues (+)	751	172	579
Early Diff (+), Adult Tissues (−)	102	64	38

In our study, we detected many methylated regions in ES cells; 421 CMRs in SK7 cells and 199 CMRs in R1 ES cells. We detected 110 regions that were differentially methylated (MATscore<1.5 or>2.5) in SK7 and R1 ES cells as shown in Fig. 3a. The most striking feature is that 95% (104 regions) of the differences between the two ES cell lines are differences where SK7 cells are methylated and R1ES cells are not. However, 80% (83 regions) of the SK7-specific methylated regions were located in non-core promoter regions, and these 110 SK7-specific methylated regions were not associated with the expression level of a proximal gene (data not shown). Brunner and colleagues similarly studied differences in DNA methylation status between two different ES cell lines. They also reported that differences in DNA methylation status were not associated with the expression level of proximal genes. It is known that ESCs are not a uniform group of self-renewing cells but that they shift between inner cell mass (ICM)- and epiblast-like states while retaining pluripotency. Furthermore, the DNA methylation status is different in these two states [33]. This study suggests that the differences in DNA methylation between the SK7 and R1 ES cell lines are the consequence of culture conditions and ES cell heterogeneity.

We speculated that germ cell-specific genes are commonly methylated across all somatic lineages derived from ES cells. GSEA [34] (Fig. 3c) showed that 172 commonly methylated genes are significantly enriched in testis-specific expressing genes. Notably, the majority of germ line-specific genes we analyzed also showed hypermethylation in somatic cells, but were unmethylated in mature sperm. This result suggests that hypermethylation of germ line-specific genes is involved in the cell fate decision for somatic lineages. This observation is consistent with previous reports that testis-specific promoters are silenced in various somatic tissues and cells [35], [36], [37]. On the other hand, a group of 216 CMRs was differentially methylated in different germ layers (Fig. 4a). Among these genes with differential DNA methylation, we identified the insulin-like growth factor receptor gene (*Igf2r*) (Fig. 4a, b, c), which is known as a tissue-specific imprinted gene and was previously shown to display a tissue-specific promoter relaxation [38]. The mouse *Igf2r* gene and its antisense transcript *Aire* are reciprocally imprinted in most tissues, except for neural tissues where *Igf2r* is biallelicly expressed despite the imprinted *Aire* expression [38]. Some CMRs in these germ layer-specific methylated genes were inversely associated with an elevated expression level of proximal genes (Fig. S3). Therefore, to examine whether this germ layer-specific methylation was related to the expression level of proximal genes, we compared the expression level of methylated or unmethylated genes. Fig. 4d shows that these CMRs were not associated with the expression level of proximal genes.

**Figure 4:**
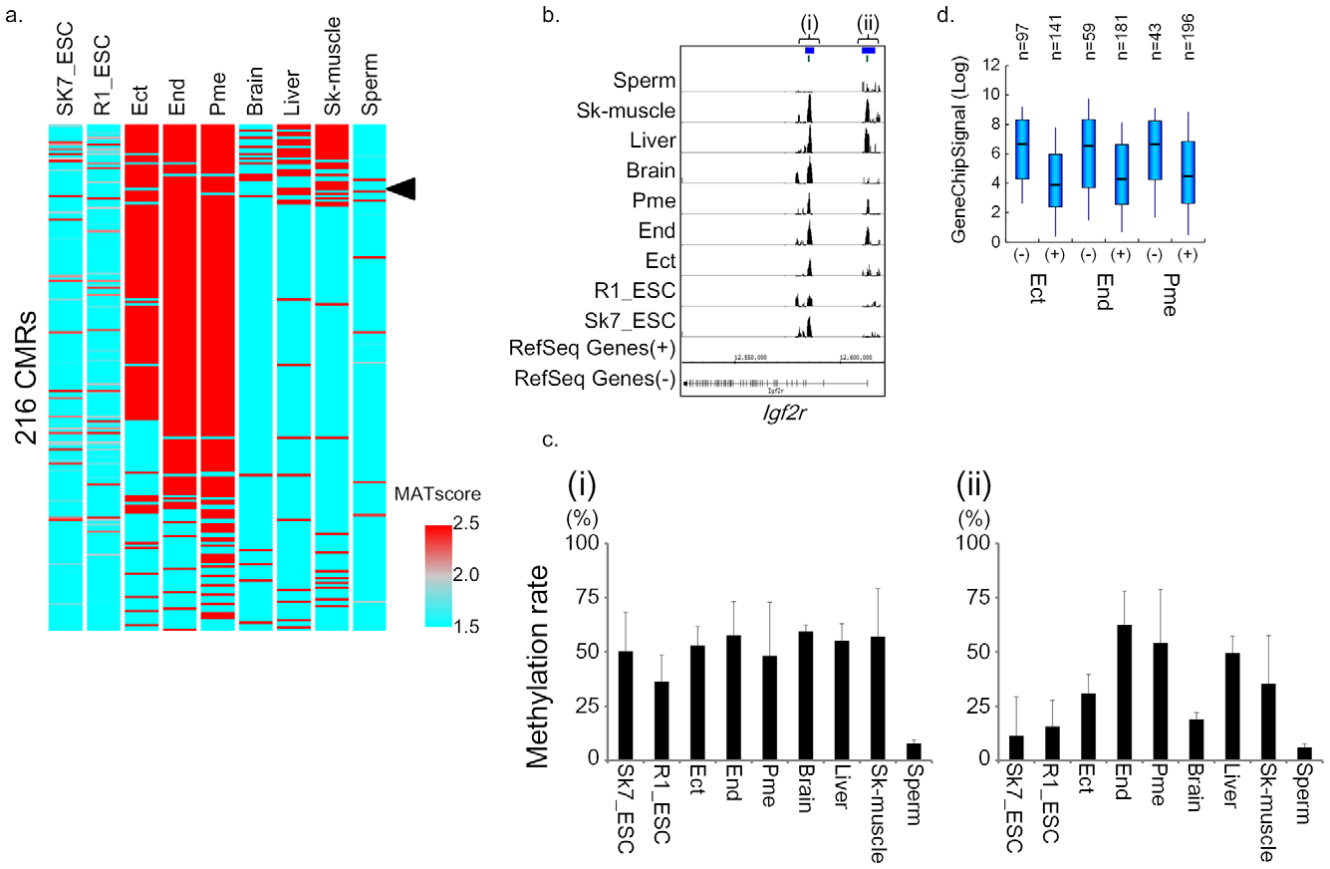
Methylation changes in cells derived from mouse ES cells and mouse adult tissues. a) Overview of variable DNA methylation profiles among the three germ layers. The arrowhead indicates ectodermal relaxation of DNA methylation of *Igf2r*. b) DNA methylation profile and schematic representation of the *Igf2r* imprinting region. A green line indicates a CpG island region. A blue line indicates an imprinting center region (ICR). c) Validation of DNA methylation in the *Igf2r* imprinting region. (i) indicates the normal imprinting region, and (ii) indicates the ectodermal relaxation of DNA methylation. The DNA methylation level was quantitatively estimated using MALDI/TOFMS. d) Expression levels of variable methylation-associated genes for each sample. Pair-wise comparisons of expression levels of methylated or hypomethylated genes were performed using a *t*-test.

We next determined how many early T-DMRs were maintained in mature tissues. However, most of the T-DMRs in the three germ layers were not observed in mature tissues and we found only 10 variable CMRs that were present in early differentiation and that sustained a methylated pattern in mature tissues (data not shown). These results may suggest that *de novo* DNA methylation in high CpG content regions has little impact on the establishment of germ layers from ES cells and on tissue diversity.

### DNA methylation in gene cluster regions

Some of the common CMRs were significantly enriched in two specific chromosomal loci. One locus was the 18c region of chromosome 18, and the other locus was the A3.1 region of chromosome X. These two loci contained cluster-type genes. The former locus contains the protocadherin gene family and the latter locus contains the reproductive homeobox X-linked (*Rhox*) gene. Thus, not only germ cell-specific genes but also homophilic cell adhesion genes are enriched in commonly methylated genes. The protocadherin gene family includes three gene clusters, *Pcdh*-α, -β and -γ. Each cluster contains a large region of tandemly arranged and variable exons. In *Pcdh*-α (and -γ (clusters, only one variable first exon is spliced onto constant region exons, while other variable exons are not used. Each *Pcdh* variable exon has an exon-specific promoter, which contains a conserved sequence motif [39]. Fig. 5a shows the DNA methylation profile of *Pcdh-γ* clusters in each of the tissue types assayed in our study. The first variable exon of *Pcdh*-*α*and -*γ* was commonly methylated during lineage commitment from ES cells (Fig. 5a and Fig. S4c). *Pcdh-β* was also methylated, as was the first variable exon of *Pcdh-α* and -*γ* (Fig. S4a). These methylated regions were partially methylated in neural tissues. Previous reports showed that the upstream promoter of the first variable exons of the *Pcdh-α* cluster were methylated and that this methylation suppressed the expression of each *Pcdh-α* isoform [40]. Bisulfite sequence analysis of the protocadherin gene promoters showed that each germ layer similarly displayed mosaic methylation patterns in somatic lineages (Fig. 5b and Fig. S4b, d). 

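Some transcripts of the clustered protocadherins, cell adhesion molecules of neurons, were above background in brain. For the Pcdh-α cluster, 6 probe sets were present, and all of them are annotated to several genes of the cluster, whose transcripts share constant exons. Of these, 3 were above background in Brain, at 796.5, 473.4 and 104.6, and each had its highest signal there. The brightest had 137.5 in Ect, 85.5 in Pme and between 0.5 and 14.0 in the remaining arrays. Of 22 Pcdh-β genes, those above background were 7 in Brain, 3 in Ect and 1 in Pme, and 0 in SK7_ESC, End, Liver and Sk_muscle. The 7 in Brain each had their highest signal there (5 of 6 after median scaling), whereas Pcdhb22, chosen here after its values were seen, was 73.3 in Ect and 16.3 in Brain. Pcdhb9 was 155.5 in Brain and was at least 3.11-fold higher there than in any other array, the 1 gene of the cluster called so. With a background of 20, 12 were above background in Brain and 5 were called higher there. Pcdhb4 had 5.3 in Brain, under background. Of the Pcdh-γ cluster, Pcdhgc4 was measured, chosen here after its value was seen, and its highest signal was 25.9 in Brain, also under background. Other genes of this cluster, among them Pcdh-γα2 of Fig. 5c, were not analysed here.

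**Figure D2:**
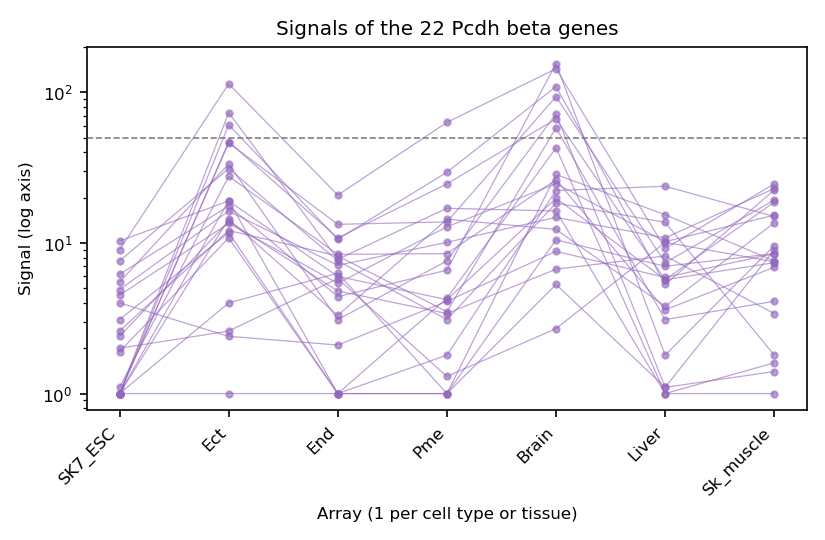
Signals of the 22 Pcdh-β genes (log axis, signals under 1 drawn as 1) in the 7 arrays, 1 array each, with a line joining the points of each gene. The dashed line is the background of 50; 7 genes lie above it in Brain and 3 in Ect.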

Pcdhs are expressed predominantly in the nervous system (Fig. 5c, and data not shown). 

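Among the germ layers, signals of the Pcdh-β genes were low, and 19 of the 22 genes were under background in Ect, End and Pme. The median signal was 16.95 in Ect, 5.9 in End and 5.45 in Pme, all under background. The signal was higher in Ect than in both other layers for 17 of the 22 and tied with Pme for 1, mostly an order of signals under background. None was called higher in Ect than in both other layers (0 of 22), against 3 with a background of 20 and 6 with a background from olfactory receptor probe sets, chosen after seeing the data. For the Pcdh-α cluster, the probe set with the second-highest signal in Brain had 71.4 in Ect, 10.1 in End and 43.4 in Pme. Of 11 protocadherins outside the clusters, 3 were higher than in SK7_ESC in Ect, 2 in End and 2 in Pme, and 1 was higher in Ect than in both other layers, as was 1 in End. Pcdh8, which encodes a protocadherin of the early embryo and of neurons, had 1253 in Ect, 109.5 in End and 27.5 in Pme. Pcdh18 had 184.2 in Ect, 73.6 in End and 171.3 in Pme.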

DNA methylation was not associated with *protocadherin* expression patterns among germ layers. These results suggest that DNA methylation regulates the expression of the first exon of *Pcdhs* in each cell.

**Figure 5:**
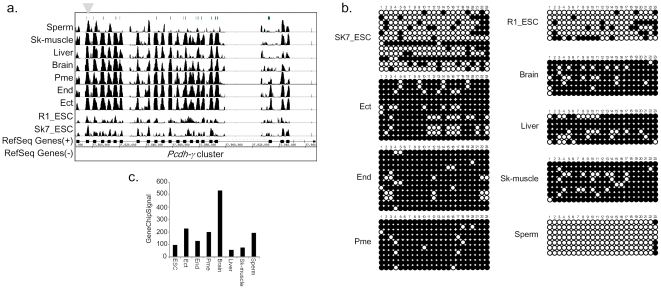
The *Pcdh* cluster is methylated during differentiation into the three germ layers. a) Overview of the DNA methylation profile of the *Pcdh-γ cluster*. A green line indicates a CpG island region. The arrowhead indicates the region analyzed for DNA methylation. b) Bisulfite sequencing analysis of the DNA methylation status of the first exon of *Pcdh-γα2.* c) Gene expression pattern of *Pcdh-γα2*.

The reproductive homeobox X-linked (*Rhox*) gene family was recently described in mice [41]. It is composed of 32 members that are all expressed in multiple reproductive tissues and placenta [42], [43]. *Rhox* genes are further divided into three subclusters: α, β, and γ based on proximity, expression patterns and sequence identity. It was previously reported that this cluster region is differentially methylated in a lineage-dependent manner [44]. Oda et al showed that this cluster region was hypomethylated in pre-implantation embryos and extra-embryonic tissues, but methylated during post-implantation development in the ICM/epiblast lineage and ES cells. However, we found that this cluster was divided into two classes based on the DNA methylation pattern. The anterior cluster (*Rhox*1-5) was methylated in all samples except sperm, and the posterior cluster was methylated after somatic differentiation (Fig. 6a). 

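The Rhox genes, X-linked homeobox genes of the reproductive tract, were brightest in ES cells. From the posterior part of the cluster Rhox6, Rhox9 and Rhox13 were measured, with 1 probe set each, and all 3 were above background in SK7_ESC and in no somatic array. Rhox6 was 63.4 in SK7_ESC and at most 3.2 elsewhere. Rhox9 was 71.1 in SK7_ESC and at most 16.8 elsewhere, and Rhox13 was 66.1 against at most 1.9. These signals lie close to the background of 50, so that 0 of the 3 were called 2-fold higher, and 3 of 3 were with a background of 20. From the anterior part Rhox5 was measured, also with 1 probe set. Its signal was 1051 in SK7_ESC, 93.4 in End, 69.7 in Pme and 17.8 in Ect, and it was 11.3-fold higher in SK7_ESC than in the next array. In Brain, Liver and Sk_muscle Rhox5 was under background, at 2.4, 23.5 and 7.6. Other anterior genes were not analysed here.

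**Figure D3:**
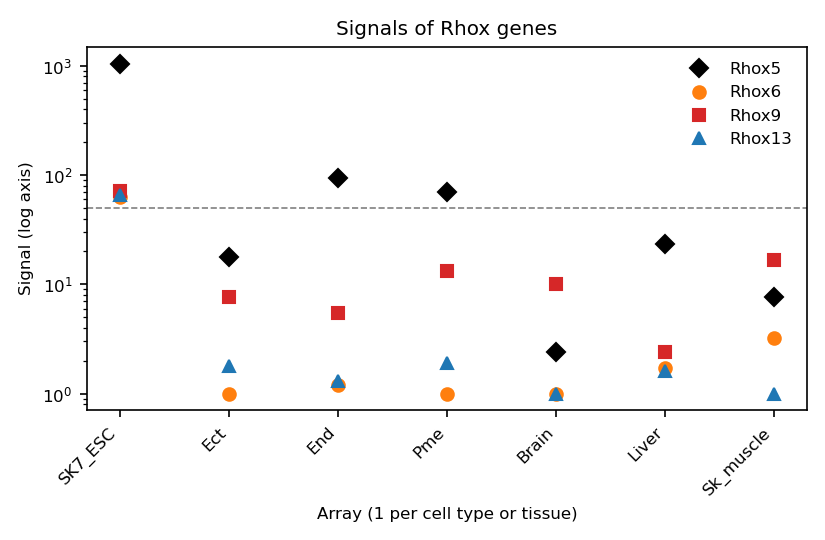
Signals of Rhox5, Rhox6, Rhox9 and Rhox13 (log axis, signals under 1 drawn as 1) in the 7 arrays, 1 array each, with a dashed line at the background of 50. Rhox5 stands at 1051 in SK7_ESC and the other genes between 63.4 and 71.1.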

The posterior cluster was expressed in ES cells, but the anterior cluster was not (Fig. 6a, b, c), indicating that there is temporal regulation of *Rhox* gene expression by promoter methylation.

**Figure 6:**
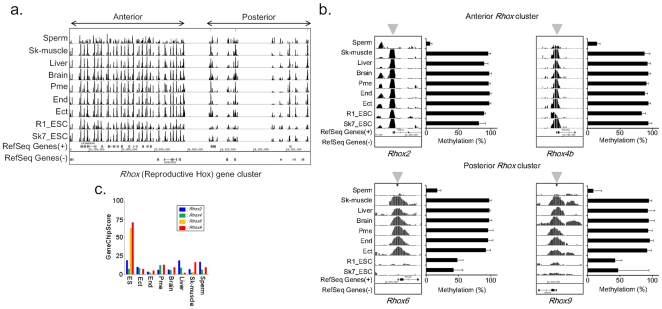
The *Rhox* cluster is classified into two regulated regions by DNA methylation. a) Overview of the DNA methylation profile of the *Rhox* cluster. b) The DNA methylation status of anterior and posterior *Rhox* genes. The left panel represents the MeDIP signal in each *Rhox* promoter. The right panel shows the quantitative estimation of DNA methylation by MALDI/TOFMAS. The arrowhead indicates the region of DNA analyzed for methylation. c) Expression profile of anterior and posterior *Rhox* genes.

### Relationship between DNA methylation and histone methylation

It is known that histone modification in promoter regions is associated with chromatin structure and gene expression. To understand how DNA methylation is regulated in these regions, we compared DNA methylation and histone modifications in promoter regions. H3K4me3 is a specific type of DNA methylation mark that is carried out by trithorax proteins that promote gene activation, and is located in the proximal regions of a TSS [45], [46]. H3K27me3 is a specific type of DNA methylation mark that is carried out by polycomb proteins that promote gene silencing, and is also located in the proximal regions of a TSS [45], [46]. We compared the DNA methylation profiles of ES cells, ectoderm and brain to those of a recently reported whole-genome histone map in ES cells, NPCs and whole brain [15], [18]. The histone marker patterns in the promoter regions were divided into four groups; (1) H3K4me3 or (2) H3K27me3 alone, (3) bivalent modification with H3K4me3 and H3K27me3, or (4) neither of these marks. We observed that these histone modifications had a mutually exclusive relationship with promoter DNA methylation status (Fig. 7a). In each sample, DNA methylation of proximal gene promoters was found to be at significantly lower levels in the presence of the H3K4me3 mark compared to the other marker patterns (Fig. 7b). These results suggest that DNA methylation and the presence of the H3K4me3 mark are mutually exclusive in ES cells.

**Figure 7:**
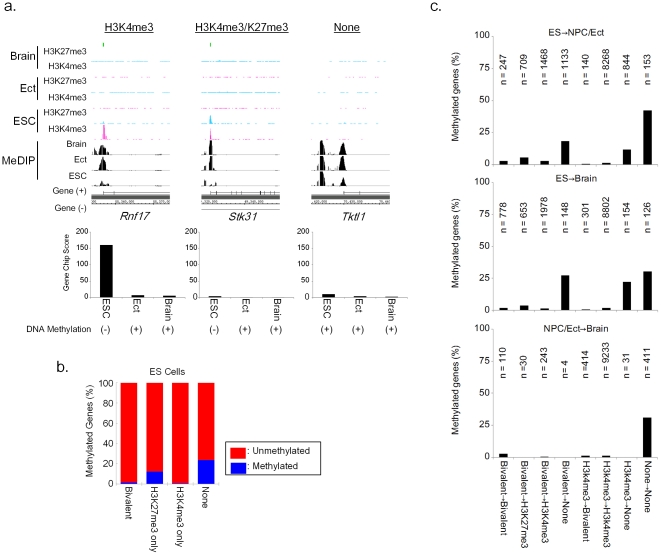
The exclusive relationship between DNA methylation and histone methylation. a) Representation of DNA methylation, histone methylation and gene expression. b) Percentage of genes DNA methylated with each histone modification. c) The percentage of DNA methylation in promoters is conditional on the histone methylation state in ES (Sk7_ESC) and NPC/Ect cells and in brain (n, number of promoters).

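Of the genes drawn in Fig. 7a, Rnf17, a germ cell gene that encodes a RING finger and Tudor domain protein, was above background in ES cells. Its signal was 160.2 in SK7_ESC, 7.4 in Ect and 5.6 in Brain, at least 3.20-fold higher in ES cells. This rests on the brightest of 4 probe sets, whose signals in SK7_ESC were 160.2, 72.7, 58.6 and 15.7, and with their geometric mean (57.2) it was no longer called. Stk31, a germ cell kinase gene, was under background throughout, at 7.8 in SK7_ESC, 5.0 in Ect and 5.1 in Brain. Tktl1, which encodes a transketolase-like protein, was also under background, at 10.1, 4.1 and 2.3 in the same arrays.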

We next analyzed how DNA methylation patterns change when ES cells differentiate into ectoderm *in vitro* (Table 5). We found that although most promoters remain unmethylated after *in vitro* differentiation, loss of H3K4me3 is correlated with gain of DNA hypermethylation (Fig. 7c). A similar trend was also observed when ES cells were compared with brain tissue, but not when NPCs were compared with brain. These results indicate the exclusive relationship between DNA methylation and H3K4 trimethylation during development, and show that this epigenetic conversion is observed at promoter regions of germ cell-specific genes in early development.

**Table 5:** The alternation of Histone modification during differentiation.

	ES→NPC		ES→Brain		NPC→Brain	
	Total	Me(+)	Total	Me(+)	Total	Me(+)
Bivalent→Bivalent*	247	7	778	12	110	3
Bivalent→H3K27me3*	709	41	653	23	30	0
Bivalent→H3K4me3*	1468	40	1978	26	243	1
Bivalent→None*	1133	209	148	40	4	0
H3K27me3→Bivalent	0	0	15	3	229	1
H3K27me3→H3K27me3	19	3	35	10	298	15
H3K27me3→H3K4me3	15	0	23	0	289	7
H3K27me3→None	72	27	33	18	15	2
H3K4me3→Bivalent*	140	1	301	2	414	5
H3K4me3→H3K27me3	102	9	97	7	75	0
H3K4me3→H3K4me3*	8268	126	8802	132	9233	124
H3K4me3→None*	844	101	154	34	31	0
None→Bivalent	0	0	1	1	342	8
None→H3K27me3	1	1	11	4	393	36
None→H3K4me3	2	0	18	0	1056	26
None→None*	153	65	126	38	411	128

*: analyzed histone alternations, ESC: Sk7_ESC, Number: number of Refseq genes

## Discussion

The tight control of gene expression programs at a given developmental stage is crucial for the governing of cell function and identity. The balance of stability versus plasticity in transcriptional programs represents an inherent regulatory mechanism for organ development. DNA sequence specific transcription factors are the most important mechanism for regulating expression or repression of a particular gene [12], [47]. However, evidence supports the concept that chromatin-based regulatory mechanisms, in addition to transcription factors, have important roles in establishing and maintaining transcriptional programs [12], [47]. Such regulation is comprised of DNA methylation, post-translational modification of DNA-bound histones and chromatin remodeling. DNA methylation is an efficient epigenetic repression mechanism in vertebrates. Embryonic lethality by ablation of Dnmts suggests that DNA methylation is essential for embryogenesis and cell differentiation. In this report, we performed DNA methylation profiling of early developmental stages; ES cells and the three early germ layers derived from ES cells, as well as of four terminally differentiated adult tissues. Our findings are summarized as follows. First, during cellular differentiation from ES cells into the three early germ layers, *de novo* methylation of target gene sets in gene promoter regions are common, with concordance rates reaching 67.3%. This figure represents a statistically significant enrichment in germ-cell specific genes. This result suggests that *de novo* methylation in promoter regions has a critical role during the early stage of embryogenesis. On the other hand, most of these genes were unmethylated in ES cells and in sperm (Fig. 3a). This observation may suggest that promoter regions of sperm and ES cells are epigenetically reprogrammed. *In vitro* differentiated germ layers have more promoter methylation than primary somatic tissues. Even if cultured cells acquire additional methylation under non-physiological conditions, these results explain why some genes are demethylated during terminal differentiation, as reported in a well-designed analysis of neurogenesis [13], [15]. Contrary to the hypothesis that additive CpG island methylation may be strongly associated with lineage restriction, lineage specific differences in gene methylation between the three early germ layers were extremely limited, as shown in Fig. 4a. Comprehensive developmental epigenomic studies have revealed that fine modulation of histone marking of key transcription factor binding sites have critical roles in regulatory networks. Notably, bivalent histone modification is specialized for fine regulation in a spatio-temporal manner. This modification may represent a useful chemical reaction system in response to environmental stimuli, allowing modulation of the state of chromatin for subsequent cellular adaptation. On the other hand, DNA methylation provides a chemically stable mark for mediation of long-lasting repression. These observations make it possible to understand how germ cell-specific gene-based mechanisms for silencing in the initial stages of reproductive cell fate determination evolved.

Second, most of the well-known imprinted loci are clearly detected across all samples as highly methylated regions. Our methylation profiling showed stable propagation of dense methylation from ES cells to differentiated cells. With respect to the *Igf2r* region, we could confirm specific reversal of imprinting and biallelic expression in ES cells, ectoderm and brain tissue, consistent with a previous report [38]. This finding indicates that DNA methylation is a fundamental mechanism for genome imprinting in somatic cells.

Third, we also identified specific roles for DNA methylation in the regulation of two cluster regions. It was observed that each promoter in the *Rhox* and *Pcdh* clusters was commonly methylated within a certain chromosomal range rather than individually methylated. The expression of these cluster-type genes was uniquely regulated. In fact, the first exons of the genes in the *Pcdh*-*α* and -*γ* clusters display individual expression patterns across different cell types, and each promoter alongside each first exon is regulated by a locus control region (LCR), which is a cis-regulatory sequence located in proximal regions of a constant exon. Therefore, these methylations at each first exon may determine the appropriate response to each LCR. On the other hand, the *Rhox* gene cluster showed two patterns of DNA methylation. Anterior *Rhox* genes, including *Rhox*1-5, were constitutively methylated except in sperm, but posterior *Rhox* genes, including *Rhox*6-12, remained unmethylated in ES cells and sperm. It has been shown that this gene cluster is preferentially expressed in reproductive organs and placenta [41]. These genes are important for reproductive organs, but anterior *Rhox* are expressed at a later point of postnatal testis development [41]. However, the *Rhox*6 and 9 posterior *Rhox* genes are expressed at an early point in postnatal testis development, but are not expressed in the testis [41]. Therefore, posterior *Rhox* genes might be important for ES cells themselves, or for the commitment of ES cells to adoption of a fate towards a reproductive organ.

In addition to *Rhox* genes, germ line-specific genes were enriched in commonly methylated genes, and associated with their expression. These genes were subdivided into three classes based on epigenetic and transcriptional status. 

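Many germline genes were above background in ES cells and in no somatic array. Of 43 measured genes of early germ cells and meiosis, 15 were of this kind, 3 were above background in SK7_ESC and in a somatic array, 2 in a somatic array alone, and 23 in none of the 7 arrays. The first group is 34.9% of the list, against 0.989% of all genes (180 of 18194). The 2 shares are not like for like. Of all genes, 12468 were above background in at least 1 array, most of them in a somatic array, against 5 of the 43 in a somatic array. Part of the contrast thus comes from the choice of genes low in somatic cells. Higher in SK7_ESC than in every somatic array were 10 genes of the list, and 16 with a background of 20. Above background in a somatic array were 5 genes, against 11 with a background of 20 and 21 with a background from olfactory receptor probe sets, chosen after seeing the data. Ddx25, an RNA helicase gene of spermatids, was lower in SK7_ESC, with 55.8 against 249.8 in Brain. Of 22 spermatid genes, 16 were under background in all arrays and 1 was above it in ES cells alone. That gene was Cyct, the testis form of cytochrome c, with 226.8 in SK7_ESC and at most 18.0 elsewhere. Spermatid genes above background in SK7_ESC were 2, against 4 after quantile normalization, 4 after median scaling and 6 with a background of 20. The protamine gene Prm1 had 23.3 in SK7_ESC and 171.0 in Liver, with the brightest of 3 probe sets, whose identifier marks shared sequence. Without such probe sets, spermatid genes above background in a somatic array were 4 instead of 5. Sycp2, a component of the synaptonemal complex, was 2.4 in SK7_ESC and at most 15.2 in the somatic arrays. The testis array and the DNA methylation of these genes were not analysed here.

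**Figure D4:**
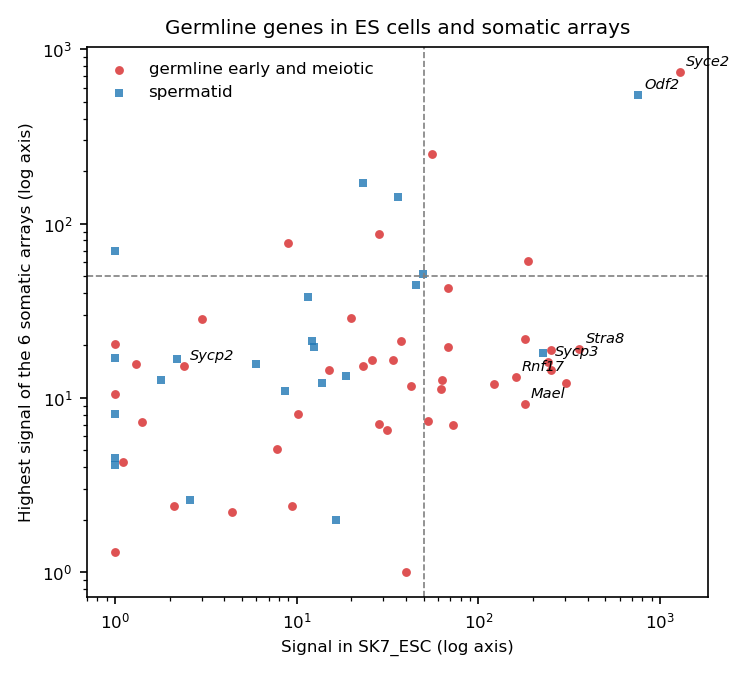
Each point is a gene of the early germ cell and meiosis list (43 circles) or the spermatid list (22 squares), with its signal in SK7_ESC on the horizontal axis and its highest signal among the 6 somatic arrays on the vertical axis (both log axes, signals under 1 drawn as 1). Dashed lines mark the background of 50; 15 circles and 1 square lie to the right of the vertical line and under the horizontal line.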

The first gene class is methylated and not expressed in ES cells. The second gene class is not methylated and not expressed in ES cells. This second gene class showed bivalent histone marking and was methylated in somatic differentiation. 

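Germline genes above background in ES cells and in no somatic array used here include regulators of germ cell fate and of meiosis. Stra8, which is required for entry into meiosis, was 359.7 in SK7_ESC and under background in each somatic array, at least 7.19-fold higher. Dmrt1, a transcription factor of the testis, was 302.6 against at most 12.1, at least 6.05-fold higher. Dppa3, a maternal factor that is also a marker of primordial germ cells, was 252.4 against at most 18.7. Tex19.1, a gene of germ cells and pluripotent cells, was 250.8 against at most 14.4. Mael, which acts in transposon silencing, was 180.1 in SK7_ESC and at most 9.2 elsewhere. Piwil2, a Piwi family gene of the same pathway, was closer to background, at 68.0 against at most 19.5.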

The third gene class is not methylated and is expressed in ES cells. This third gene class showed only H3K4me3 histone marking and was also methylated in somatic differentiation. These findings suggest that DNA methylation is important for embryogenesis, but has little impact on the regulation of tissue-specific gene expression beyond reproductive tissue-associated gene expression. Interestingly, previous reports showed that many polycomb targets are highly enriched in developmental transcription factors, which are activated upon lineage commitment [48], [49]. Polycomb-mediated repression can be overcome by differentiation stimuli, whereas non-induced polycomb targets maintain H3K27me3 marking and polycomb occupancy [13]. Thus, it was suggested that stage-specific repression by polycomb functions ensure that further cell fate decisions are rigidly controlled. This theory suggests that DNA methylation engages in fate determination by fixing the suppressive state of genes. However, experimental evidence indicates that DNA methylation marks correlate with the loss of H3K4me3 marks, and previous reports showed that DNMT3 family members recognize the unmethylated lysine 4 (Lys 4) of histone H3 (H3K4me0) [50], [51]. It is known that Histone H3K4 tri-methylation is significantly enriched in high CpG promoter regions [18]. These finding suggest that H3K4me3 marks protect the promoter region from DNA methylation.

In this study, we estimated the DNA methylation pattern during early development by comparing the methylation profile of the three germ layers that differentiated from ES cells using an *in vitro* differentiation system. Our study was mainly restricted to CpG-rich regions. Genes in CpG-poor regions may also be regulated by DNA methylation. Indeed, most tissue-specific genes such as keratin and the olfactory receptor, are enriched in CpG-poor regions [52]. In fact, it is known that polycomb genes spatiotemporally regulate the expression of developmentally key transcription factors by histone methylation during embryogenesis [12], [13], [47]. Furthermore, polycomb-targets are also largely confined so that they associate with CpG-rich regions [53], [54]. A recent report shows that significant DNA methylation changes do occur in CpG-poor regions [14]. Therefore, further DNA methylation analysis focusing on CpG-poor regions is needed for a comprehensive understanding of the role of DNA methylation during development.

In conclusion, *de novo* methylation in promoter regions has a critical role in the establishment of long-lasting repression of germ cell-specific genes, which results in the restriction of cell fate towards non-germ line lineages.

## Supporting Information

Figure S1 **Gene expression profiles of ES cells and the three germ layers.** Representative genes down-regulated (blue) or up-regulated (red) after differentiation into specific cell lineages are shown.

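In Ect, the retinoic acid binding protein genes Crabp1 and Crabp2 were 44.4-fold and 29.0-fold higher than in SK7_ESC, and Ptn, which encodes a heparin-binding growth factor, was at least 48.4-fold higher. Amot, which encodes an angiomotin, was 68.2-fold higher in End and 40.9-fold higher in Pme. Cyp26a1, which encodes an enzyme that degrades retinoic acid, was at least 66.5-fold higher in End. The epithelial keratin gene Krt18 was 44.7-fold higher in End and 26.0-fold higher in Pme, and Krt8 was 35.8-fold higher in End and had signals of 2969 in Pme and 122.8 in SK7_ESC. In Pme, the cadherin gene Cdh11 and Snai2, a factor of epithelial to mesenchymal transition, were at least 44.2-fold and 42.8-fold higher. Dcn, which encodes a proteoglycan of connective tissue, was at least 35.3-fold higher there. Dppa5a, a pluripotency-associated gene, was at least 111-fold lower in Ect, End and Pme. Zfp42, a marker of undifferentiated ES cells, was at least 68.3-fold lower in each. Chchd10, which encodes a mitochondrial protein, was at least 90.4-fold lower in Ect and in Pme. Counting all genes, 1204 were higher and 889 lower in Ect than in SK7_ESC, 889 higher and 693 lower in End, and 1227 higher and 827 lower in Pme. The higher genes were thus 57.5% of those apart in Ect, 56.2% in End and 59.7% in Pme. With arrays scaled to the same median, which moved the median log2 difference from SK7_ESC from 0.14 to -0.08 in Ect and from 0.10 to -0.13 in Pme, the shares in Ect and Pme were 41.7% and 43.2%, and that in End was 52.0%. After quantile normalization they were 51.8% in Ect, 51.9% in End and 53.9% in Pme. The array medians were 15.6 in SK7_ESC, 18.2 in Ect, 16.2 in End and 18.4 in Pme. All lie under background, so that scaling to the same median matched signals under background.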

(TIF) Click here for additional data file.

Figure S2 **Methylation rate of CMR of various MATscores.** The methylation rate was calculated from the ratio of the number of methylated CpG against the number of all CpG sites in all sequenced clones. The average methylation rate is shown by open circles. N, number of analyzed CMR.
(TIF) Click here for additional data file.

Figure S3 **Differentiation-coupled hypermethylation of promoters that regulate genes.** The left panel shows microarray detection of tissue-specific DNA methylation patterns. The right panel indicates the expression profile of DNA methylation-associated genes.
(TIF) Click here for additional data file.

Figure S4 **The** ***Pcdh-α*** **and -** ***β*** **gene cluster is also methylated during differentiation into the three germ layers.** a) The DNA methylation status of the *Pcdh-β* cluster. b) Bisulfite sequence indicates the DNA methylation status of the *Pcdh-β4* promoter. c) The DNA methylation status of the *Pcdh-α* cluster. d) Bisulfite sequencing indicates the DNA methylation status of the *Pcdh-α4* promoter. The arrowhead indicates the bisulfite sequencing locus.
(TIF) Click here for additional data file.

Table S1 Primer sequences used in this study.
(XLS) Click here for additional data file.

Table S2 Gene Ontology (GO) terms associated with commonly methylated promoters in this study.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

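Gene expression was measured in 7 samples, 1 each of SK7 ES cells, of the ectoderm, endoderm and paraxial mesoderm derived from them, and of adult brain, liver and skeletal muscle. The authors hybridized RNA to Affymetrix mouse expression arrays, and the deposited values are linear intensity values, 1 for each of 45101 probe sets and each array, after global normalization to an average signal of 100. The algorithm that summarises the probes of a probe set is not given in the sources used here. The plain mean of the deposited values was between 141 and 204, and the mean without the highest and the lowest 2% of probe sets was 100.0 in each array. The labels give RNA kits and a strain that differ in part from the methods, and the mapping of samples relies on what both state.

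Gene names came from the platform annotation. It lists 35890 of the probe sets; 34958 of these have 1 gene symbol, 932 have several, and 9211 probe sets are unnamed here. Of the probe sets with 1 symbol, 34754 were matched by Entrez identifier to the RefSeq gene table of GRCm38.p6, and 0 symbols changed. No genome coordinates are given, since the paper used another build. Each of the 18194 genes is represented by its probe set with the highest mean log2 signal over the 7 arrays. Because 43 olfactory receptor probe sets were named, fewer than the 50 asked for, background was set to a fixed signal of 50.

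A ratio of at least 2 between arrays, after signals under background were raised to it, was called higher or lower. Gene lists, comparisons, alternatives and the rule for named genes were fixed before the data were examined. The rule names genes in the paper's text, figures or Table S1, up to 4 members of each list with the largest ratios and the members that go against their list, and the 10 largest ratios up and down of each main comparison, leaving out predicted genes; the paper's figures had been seen. Genes named outside it are said to be so where they appear. The median log2 ratio of each list with at least 5 measured genes was ranked among 10000 random lists matched in 10 bins of mean log2 signal. With 1 array per condition there is no estimate of spread, no p-value is given, and the number of arrays limits the precision. Comparisons with ES cells share the SK7_ESC array, so no overlaps between them were counted.

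The calls were tested on simulated data, in which SK7_ESC was set against a copy of itself with noise of SD 0.2 on the log2 scale and 18194 genes. Of 50 genes changed by each factor, 1 was called at 1.5-fold, 49 at 3-fold, 50 at 4-fold and 50 at 8-fold. Of 17994 unchanged genes, 0 were called. These recoveries do not extend to genes near background, where larger ratios can be missed. Rhox6, at 63.4 in SK7_ESC and at most 3.2 elsewhere, was not called. The size of the simulated noise was assumed, since there are no replicates to measure it. The computation was thus checked and not the error rate of the calls. Of 40 random lists in these data, 1 lay in the outer tails used as limits for percentiles. The alternatives were a background of 20, quantile normalization, scaling to the same median, the geometric mean of a gene's probe sets, leaving out probe sets whose identifiers mark shared sequence, a 3-fold rule, random lists without matching, and all genes in the correlations. A background from the olfactory receptor probe sets and the trimmed mean above were added after the data had been seen. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used. DNA methylation, histone marks, sperm and testis were not analysed here.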

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

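The lists named here are not discussed as groups in the paper, which names Dnmt3b of the epiblast list, and at least 50% of the genes of each were higher in a germ layer than in ES cells; that criterion was set after the counts had been seen. The test of Y-linked genes was set beforehand, but the requirement that its value exceed the spread between arrays was added after the value was seen, and Xist was also examined only after its values were seen.

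In the End array, 5 of 8 epiblast genes were higher than in SK7_ESC and 1 was lower, Pou3f1 (at least 2.66-fold). In the same array, 5 of 10 primitive streak genes were higher. Of these genes, Cer1, Eomes and Gsc are also in the definitive endoderm list. In the Pme array, 6 of 12 genes of lateral and cardiac mesoderm were higher than in SK7_ESC, among them Hand2 (at least 16.4-fold) and Bmp4 (16.0-fold). Of 14 stress and dissociation genes, 7 were higher in Pme and 2 were lower, against 3 higher and 2 lower in both Ect and End.

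Of 16 fibroblast and feeder genes, 12 were higher in Pme than in SK7_ESC, and in Pme the signals were 2383 for Acta2 and 1773 for Col1a2, both named after their values were seen, and 1766 for Dcn, which was also 951.1 in Ect. A candidate explanation is RNA of female cells mixed into the culture of this male line, with which Y-linked genes would be lower in Pme and Xist, the RNA of the inactive X chromosome, higher. Over the 2 Y-linked genes above background in Ect, End and Pme, the median ratio of Pme to the mean of Ect and End was 0.776, under the limit of 0.8 set beforehand; Uty was 55.6 in Pme, 65.9 in Ect and 77.6 in End, Eif2s3y was 296.7, 238.1 and 525.2, and the ratios to Ect and to End taken apart ran from 0.565 to 1.25. Xist had its highest signal in Pme with all 3 of its probe sets, at 164.2 with 1 of them (23.9 in Ect and at most 5.6 elsewhere), at 209.2 with another (120.9 in SK7_ESC, 80.0 in Ect and 64.1 in End) and at 18.7, under background, with the third. Both measures lean the way female cells would give, but the number and spread of the Y-linked genes, a reference that includes Ect with 6 of the fibroblast genes higher, and Xist signal in SK7_ESC itself keep it open, and male cells of another type and mesenchymal differentiation, which were not tested, cannot be told apart from it with 1 array.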

How the results depend on the processing

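The settings were chosen before the data were examined, except the background from olfactory receptor probe sets, chosen after seeing the data; so were the limits for percentiles (10 points, or leaving an outer tail) and correlations (0.05). Of 356 comparisons of counts, percentiles and correlations, 288 stayed within these limits or within 1.5 times and 68 moved. Median scaling turned the balance of higher and lower genes, from 57.5% to 41.7% higher in Ect and from 59.7% to 43.2% in Pme. The medians that it matches lie under background in every array. Of 2099 comparisons of named genes, 425 moved and 0 reversed. The fixed background of 50 was also listed as an alternative; it is the setting in use and was not run separately. Leaving out probe sets with shared sequence moved 0 of 52 counts, percentiles and correlations and 10 of 344 comparisons of named genes. Signal over background limits the results: 23 of 43 germline genes were under it in all arrays, 19 of 22 Pcdh-β genes in the germ layers and 18 of 24 paraxial mesoderm genes in Pme. The number of arrays, 1 for each condition, limits them too. Lower backgrounds call more genes by construction and the 3-fold rule fewer; for the others the cause was not tested. No paired analysis was possible because each condition has 1 array.

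With a background of 20, paraxial mesoderm genes higher in Pme were 6 against ES cells and 5 against the other layers. Germline genes above background in a somatic array were 11, and 16 were higher in ES cells than in every somatic array. Spermatid genes above background were 6 in ES cells and 8 in a somatic array. Posterior Rhox genes called were 3; Pcdh-β genes were 12 above background in Brain, 5 higher in Brain and 3 higher in Ect. Genes higher in Ect were 1824 against ES cells and 556 against the other layers, and 1849 were higher in Pme than in ES cells. Percentiles were 100 (germline), 81.3 (spermatid) and 67.8 (Pcdh-β), where 50.0, 50.8 and 50.0 in the setting in use reflect medians at background and carry no information. Correlations with Brain were 0.655 for Ect and 0.566 for SK7_ESC.

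With the olfactory background, paraxial genes higher in Pme were 7 and 5. Germline genes above background were 29 in ES cells and 21 in a somatic array, and spermatid genes 8 and 10. Posterior Rhox genes called were 3. Pcdh-β genes were 17 above background in Brain, 11 of them highest there, 4 higher in Brain and 6 higher in Ect. Against ES cells, 2016 genes were higher and 1432 lower in Ect, 1403 and 1393 in End, and 2048 and 1420 in Pme; against the other layers 666, 549 and 641 were higher in Ect, End and Pme. Percentiles were 100 (germline) and 99.98 (Pcdh-β), and correlations with Brain 0.670 for Ect and 0.584 for SK7_ESC.

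Spermatid genes above background in ES cells were 4 after quantile normalization and 4 after median scaling. Median scaling gave 1356 genes lower in Ect and 1292 lower in Pme. With the mean of probe sets, 0 genes of Fig. 7a were called, 741, 583 and 785 genes were higher than in ES cells in Ect, End and Pme, 241 were higher in Pme than in the other layers, and correlations with Brain were 0.506 for Ect and 0.404 for SK7_ESC. With the 3-fold rule, 511 genes were higher and 349 lower in Ect, 381 and 256 in End, and 559 and 299 in Pme; 137, 174 and 165 were higher than in the other layers, and 90 were higher in ES cells than in every somatic array, against 216 with the 2-fold rule. Random lists without matching gave percentiles of 93.0 (germline), 91.8 (spermatid) and 85.9 (Pcdh-β). With all genes, correlations with Brain were 0.758 for Ect and 0.695 for SK7_ESC.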

Differences from the paper's values

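The mean without the highest and lowest 2% of probe sets was chosen after seeing the values. The paper gives the average signal of an array as 100. The plain mean of the deposited signals was 163 in SK7_ESC, 159 in Ect, 160 in End, 157 in Pme, 192 in Liver and 204 in Sk_muscle, each more than 1.5 times the paper's value. Of the alternatives set before the data were examined, quantile normalization (168 in every array) and median scaling (between 161 and 201 in these 6 arrays) differ from the paper's value as well. The trimmed mean is 100.0 in each array and so reaches the paper's value.

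The paper states that anterior Rhox genes were not expressed in ES cells and that posterior ones were. The anterior gene measured here, Rhox5, had a signal of 1051 in SK7_ESC, above background and 11.3-fold higher than in the next array; Rhox6, Rhox9 and Rhox13 were above background in ES cells, as the paper states of the posterior cluster. Rhox5 is 1 of the anterior genes, and the others were not analysed here.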

Other observations

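The tests of paraxial mesoderm genes and of scaling were chosen only after the results were seen. The requirement for paraxial genes above background in another array was then made stricter, from 1 such gene to a signal of at least 2 times background in 2 or more other arrays for every such gene; with the first requirement the failure of their probe sets had been excluded.

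The Hox genes, which pattern the body axis, differed between the layers. Of 33 measured, 8 were higher in Ect than in SK7_ESC, 12 were higher in Pme and 0 in End. Among them were Hoxb2 (at least 11.8-fold) and Hoxb3 (at least 11.5-fold) in Ect, and in Pme Hoxa9 (at least 11.7-fold) and Hoxd9 (at least 9.79-fold). In End, 5 of 8 epiblast genes and 5 of 10 primitive streak genes were higher than in SK7_ESC. Among them were Fgf5 at 1376, Eomes at 1246, Cer1 at 1083 and Gsc at 261.2, all under background in SK7_ESC. Eomes, Cer1 and Gsc also belong to the definitive endoderm list. Pou3f1 of the epiblast list was lower, with 33.9 in End and 133 in SK7_ESC. Of 7 neural crest genes 3 were higher in Ect, 1 in End and 2 in Pme, including in Ect Tfap2b at 336.2. Of 10 mesonephros genes 0 were higher in Ect, 1 in End and 0 in Pme.

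Genes of the DNA methylation machinery were in part lower after differentiation: of 15 measured, 5 were lower in Ect, 5 in End and 7 in Pme, and 1 was higher in Ect, 0 in End and 1 in Pme. Dnmt3l, a cofactor of de novo methylation, was 848.4 in SK7_ESC and at most 17.9 elsewhere. Dnmt3b, a de novo methyltransferase, was 1888 in SK7_ESC, 333.4 in Ect, 599.1 in Pme and 3480 in End. With this probe set it was 1.84-fold higher in End and so not called. Its dimmer probe set had 451.6 in SK7_ESC, 75.9 in Ect, 142.2 in Pme and 1977 in End, more than 2 times the ES signal. Whether Dnmt3b is called higher in End thus depends on the probe set. Tet1, which oxidizes methylcytosine, was 1444 in SK7_ESC and between 124.7 and 207.8 in the layers. Of 31 imprinted genes, 16 were higher in Pme, 10 in Ect and 10 in End, and 0, 1 and 1 were lower. Igf2 was 2384 in Pme and 121.0 in SK7_ESC. Igf2r was 876.2 in Pme and 193.6 in SK7_ESC, and Airn, the antisense RNA of the Igf2r locus, was 128.3 in Pme and 11.0 in SK7_ESC; these signals do not separate the alleles.

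For the remaining lists, counts are against SK7_ESC in Ect, End and Pme in turn. Of 13 extraembryonic endoderm genes, 0, 2 and 2 were higher and 7, 6 and 4 were lower. Of 14 endothelial and blood genes, 0, 2 and 1 were higher, and of 48 keratin genes 0, 4 and 3. Of 16 proliferation genes, 0, 0 and 1 were lower and 0 were higher. Of 19 genes of H3K4 and H3K27 methylation, 6, 3 and 6 were lower and 1 in each layer was higher. Of 9 housekeeping genes, 1, 1 and 0 were lower, Hprt in Ect among them (2.74-fold), and 0 were higher. Of 19 measured genes of Table S1 amplicons, 0, 1 and 1 were higher and 2, 1 and 2 were lower. All 38 olfactory receptor genes were under background in the comparisons with ES cells.

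Of the 24 paraxial mesoderm genes, 18 were under background in Pme. Probe sets that do not detect their gene could give this. Of the 18, 9 were above background in another array, 6 of them in Ect. At least 2 times background in another array were 5 of these 9, among them Dll1 with 578.4 and Dll3 with 236.3 in Ect, and 2 were so in 2 or more arrays, while Mesp1, named after its values were seen, was close to it at 52.7, so that with 1 array each the signals do not settle this for the 9 genes as a set. The other 9 were under background in all 7 arrays, and for these a probe set that fails and a gene that is not transcribed cannot be told apart.

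The germline genes above background in ES cells and in no somatic array could reflect scaling between arrays. Quantile normalization gives each array the same distribution. After it, 10 genes of early germ cells and meiosis were higher in SK7_ESC than in every somatic array, the same number as without it. This argues against scaling as the cause for genes called higher, which are not all the same as the 15 above background in ES cells alone. Above background were 18 genes in SK7_ESC and 5 in a somatic array, also the same numbers. The 15 genes were not recounted, and for those near background scaling stays open. An example is Hormad1, at 53.0 in SK7_ESC, named after its value was seen. Differentiation, the condition of the design, stays open and was not tested with replicates, nor were cells within the ES culture that differ from the rest.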
